A study of Mus musculus with 14 samples. Its data were reported in "eIF3e-mediated translational checkpoint maintains immune tolerance and prevents lymphoid malignancy" (2026).

How the data were processed

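White nodules were taken from 7 mice in which Eif3e, a gene for a subunit of the translation initiation factor eIF3, carries floxed alleles that are removed by a Cre recombinase expressed from the Ighg1 locus (cKO mice). From each nodule 1 droplet-based single-cell RNA library and 1 V(D)J library, which holds the rearranged antigen receptor transcripts, were made, giving 14 libraries. The V(D)J library covered the B cell receptor (BCR) in 5 mice and the T cell receptor (TCR) in 2 mice. This split, taken from the labels, is the only grouping used, and the mouse number in the labels is the replicate. The study describes the nodule of mouse 27 as a tumor grown after transfer into an immunodeficient recipient, and the other nodules as primary. Donor and recipient cells were not told apart here. No healthy or Cre-negative nodule was part of the data analysed here, so every comparison is between mice or between cells of the same nodule.

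The RNA files hold raw UMI counts per gene and cell as deposited, for 32285 genes, without depth normalization. The cells were dissociated and dead cells removed. The labels of the RNA and V(D)J libraries of the nodules name only a 5′ kit, in their account of the V(D)J libraries, whereas the methods of the study name a 3′ kit for single-cell RNA libraries, so which end of the transcripts the RNA counts come from was not settled. The deposited matrices hold called cells only, with at least 500 UMIs each. The aligner, annotation version and rule for calling cells were not stated for these files, so no genome coordinates are given and gene symbols and identifiers are those of the files. The V(D)J files list assembled contigs with their segment calls, CDR3 sequences, UMI counts, and the clonotype number that the authors assigned to each cell with SeekSoulTools. Reads were not used, and neither Cre nor YFP was among the genes counted.

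Cells were kept by the limits that the study states for its single-cell data: at least 201 UMIs and 101 genes, and at most 10% mitochondrial UMIs. Of 77442 deposited cells, 75503 passed. Counts were scaled to 10000 UMIs per cell and log-transformed, and 2000 highly variable genes, clipped at 10 after scaling, entered a principal component analysis with 30 components in scanpy 1.11.5 (Python 3.11.15). Leiden clustering (leidenalg 0.10.2, resolution 1.0, 15 neighbors) gave 43 clusters. The libraries were not integrated with Harmony, which the study used for its spleen data, so clusters also part by mouse. Clusters were named by fixed marker lists. A marker counted when at least 10% of the cells of a cluster held a UMI and its CPM (UMIs scaled to the summed UMIs of the cluster, with 10 added) was at least 1.5 times that of the median cluster, and a name needed 3 such markers. A cluster stayed unnamed when its leading genes belonged to another class, when markers of 2 classes were present, or when its median UMI count was under 1/3 of that of its own samples with none of its markers among its leading genes. A first version of this rule took folds over all other cells and left the main B cell cluster of mouse 27 unnamed. The rule was changed after that was seen, and the first version is kept as an alternative. The names are rebuilt from the counts, and the study's own annotation of these cells was not used here.

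Scrublet marked 181 cells (0.240%), 178 of them in mouse 33, which is below the 0.5% taken as a working call, so no cells were removed as doublets in the values reported. Removal of the Scrublet calls, of the top 8% of scores in each library, and of cells with at least 2 UMIs of both Cd3 genes and B cell genes are alternatives.

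The dominant clonotype was the most frequent clonotype of the authors among the called cells of a library. Because that assignment can part cells of 1 clone, a clone family was also defined as all called cells with the commonest heavy or beta chain (V gene, J gene and CDR3 nucleotides) or with the commonest light or alpha chain among those cells. Clone cells in all comparisons of RNA are clone family cells. Reference T cells are T-like cells outside the clone family, which in the TCR mice means TCR-called T-like cells with another receptor. The constant-region call of a cell was that of its heavy contig with most UMIs. V-region variants were bases that differ from the commonest sequence among clone contigs with the same V gene, J gene and CDR3 length and at least 3 UMIs.

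Shares of a single library carry 95% Clopper-Pearson intervals, and CPM values of summed counts carry exact Poisson intervals. For a count of 0 the limit is set by 3 counts. These intervals and floors cover counting error only. Total UMIs ranged from 19264039 to 123456962 per library, and median UMIs per cell from 1364 to 5319, so a gene seen in most deep cells can be missed in most shallow ones.

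Mice are the replicates in every test. Shares of cells were compared between the 5 BCR and 2 TCR mice with an exact two-sided permutation test over all 21 splits, whose smallest possible p is 0.0952. Such a comparison therefore cannot pass 0.05. Clone and reference cells of the same library were compared by an exact two-sided sign-flip test of the mean log2 ratio over 7 mice (128 patterns, smallest possible p 0.0156), in mice with at least 50 cells in both classes. For tests across genes, UMIs were summed per mouse and class and tested with edgeR 4.0.16 (quasi-likelihood, filterByExpr, TMM) in R 4.3.3, with Benjamini-Hochberg adjustment at 0.05 and mouse as a block in comparisons within libraries. B cell comparisons needed 20 cells per class, which 4 of the 5 BCR mice had. The pairs come from 1 animal and 1 library each. Deviations of the paired classes from their means correlated across genes, with r between 0.179 and 0.463 in the BCR mice. In the TCR mice r was 0.370, which is 1 value for both, because deviations from a mean of 2 mice mirror each other. Genes are not independent replicates in that correlation.

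The 3 gene tests were tested on simulated data with 200 genes changed by a log2 fold of 2. In the comparison of T-like cells between TCR and BCR mice, 45.5% of the 200 genes among 13432 were recovered. In clone against other T cells 63.5% were recovered among 11442 genes, and in clone against other B cells 56.0% among 10623 genes. These rates hold for 200 genes changed together in simulated data and can overstate what the tests find in the mice. In the data, clone against other T cells did not call Cd8a at a log2 fold change of -7.43 (edgeR adjusted p = 0.1655). A lack of called genes in that test therefore does not show that no gene differed.

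Genes named in the text are a fixed list of 21 genes around the knockout, costimulation, antigen presentation and germinal center or T helper function, and, for each test, up to 5 genes in each direction with the largest log2 fold change among those past the adjusted threshold and without overlap between the mice of both groups (or with the same sign in every mouse). Immunoglobulin and T cell receptor segments and genes with Gm or Rik names were left out. Of the fixed list, 1 gene is counted but not reported here. Where another gene is named, its choice after its values were seen is stated.

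The tests, the markers, the gene list and 47 alternatives were fixed before the data were examined. They cover the definition of the clone, stricter limits of 1000 UMIs and 500 genes, doublets, clustering at resolutions 0.5 and 2.0, a rule without clusters, the reference cells, the scaling, DESeq2 1.42.0 in place of edgeR, no filter on low counts, no block, and leaving out each mouse in turn. A further 17 alternatives were added after the data had been seen.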

Results

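The data comprised 7 nodule RNA libraries with 77442 deposited cells and the 7 V(D)J libraries of the same nodules. BCRs were profiled in mouse 27 (liver nodule, 12 mo old), mouse 29 (lung, 12 mo), mouse 31 (spleen, 13 mo), mouse 33 (thymus, 16 mo) and mouse 34 (lung and thymus, 9 mo). TCRs were profiled in mouse 30 (liver, 14 mo) and mouse 32 (spleen, 12 mo). The RNA library of mouse 30 was the shallowest, with 19264039 UMIs over 10483 cells past the filter and a median of 1364 UMIs per cell. That of mouse 32 was the largest, with 123456962 UMIs over 13367 cells and a median of 4245. Medians in the BCR mice were 2490 in mouse 27, 2139 in mouse 29, 4268 in mouse 31, 5319 in mouse 33 and 5029 in mouse 34. There was 1 nodule per mouse, and most sites occurred once in a group, so site and mouse cannot be told apart.

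Transcripts of the targeted gene were examined first. The study asked whether the lymphocytes of the nodules had lost eIF3e. It reported that tumor B and CD4+ T cells lacked YFP, its reporter of Cre activity, and held eIF3e protein at normal levels. The values below are of RNA, so they do not test that protein result. Eif3e (ENSMUSG00000022336) UMIs were counted over the summed UMIs of 14 eIF3 subunit genes, in clone cells and in reference T-like cells of the same library. Eif3e took 5.66% of eIF3 UMIs in the clone of mouse 27, 6.16% in mouse 29, 4.67% in mouse 31, 5.88% in mouse 33, 4.95% in mouse 34, 6.31% in mouse 30 and 5.78% in mouse 32. The reference cells held 5.18%, 7.68%, 5.24%, 6.18%, 5.68%, 7.35% and 7.27% in the same order of mice. The mean within-mouse log2 ratio was -0.17 ± 0.16 (SD, n = 7), lower in the clone in 6 of 7 mice (exact two-sided sign-flip test, p = 0.0469). Against all cells without a V(D)J call the mean was -0.03 (exact p = 0.469), and in CPM the sign turned, with means of 191.9 CPM in clone cells and 157.3 CPM in reference cells (log2 ratio 0.27, exact p = 0.141). That turn came from the 5 BCR mice, where B cells are set against T cells (0.15 to 0.81), while the 2 TCR mice stayed lower in the clone (-0.33 and -0.19). Against cells of the same lineage, the log2 fold change of Eif3e was 0.44 in B-like cells (edgeR adjusted p = 0.525) and -0.42 in T-like cells (edgeR adjusted p = 0.683). The p-value of the main comparison rose to between 0.0625 and 0.0938 when any 1 mouse other than mouse 27 was left out. At least 1 Eif3e UMI was found in 80.5 to 90.1% of clone cells of the BCR mice, at median depths of 9367 to 13763 UMIs. The share in reference T-like cells of these mice was 15.9 to 47.7%, at median depths of 1189 to 3500 UMIs. Floxed alleles can still give counted UMIs from exons outside the deleted part, and a cell type that lacks Eif3e was not among the data.

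**Figure D1:**
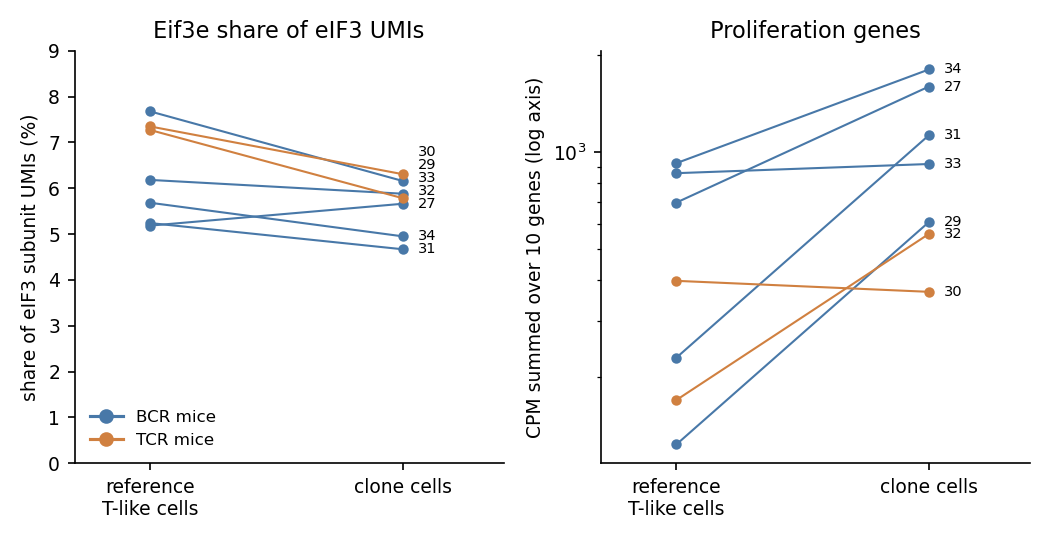
Clone cells against reference T-like cells of the same library, with 1 line per mouse labelled by its number, blue for the 5 BCR mice and orange for the 2 TCR mice. The left panel shows the Eif3e share of eIF3 subunit UMIs (percent), which was lower in the clone in 6 of 7 mice, and the right panel the CPM summed over 10 proliferation genes (log axis), which was higher in the clone in 6 of 7 mice.

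The V(D)J libraries were made to measure the clonality of lymphocytes in the nodules. The largest clonotype of the authors held 99.9% of 1783 called cells in mouse 27 (95% Clopper-Pearson interval 99.7 to 100%), 83.1% of 367 in mouse 29 (78.9 to 86.8%), 85.5% of 4031 in mouse 31 (84.4 to 86.6%), 37.0% of 1129 in mouse 33 (34.2 to 39.9%) and 65.2% of 1441 in mouse 34 (62.7 to 67.7%). In the TCR mice it held 84.1% of 2513 cells in mouse 30 (82.6 to 85.5%) and 91.2% of 5451 in mouse 32 (90.4 to 92.0%). The definition of the clone moved these values most. With the clone family in place of the clonotype, the share in mouse 33 was 96.9% and in mouse 34 98.3%. A shared light chain is enough for membership, so the family can join cells with different heavy chains. The commonest heavy chain took 63.8% of cells with a heavy chain in mouse 33 and 79.8% in mouse 34. Mouse 33 also held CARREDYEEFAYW, a heavy-chain CDR3 of another length with the same V and J genes. These family shares therefore do not show that all such cells came from the same clone. The second largest clonotype held 28.3% of called cells in mouse 33 and 30.6% in mouse 34, against 0.716% in mouse 32. Family shares in mice 27, 29, 31, 30 and 32 were 100%, 88.0%, 98.7%, 84.2% and 90.2%.

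**Figure D2:**
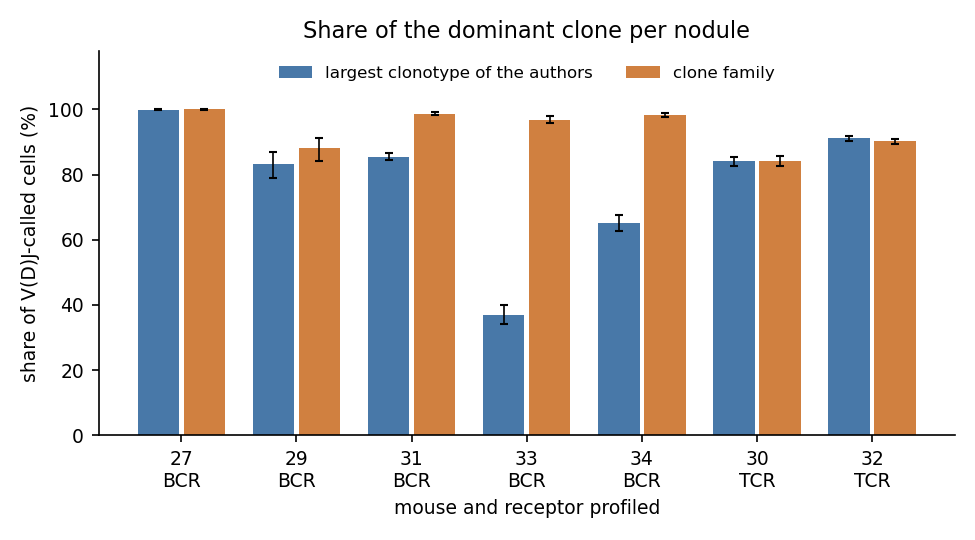
Share of V(D)J-called cells (percent) taken by the largest clonotype of the authors (blue) and by the clone family (orange) in each mouse, with 95% Clopper-Pearson intervals as error bars. Family shares lay between 84.2% and 100%, while clonotype shares fell to 37.0% in mouse 33.

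Between groups, the clonotype share averaged 74.2% ± 24.2 (SD, n = 5) in the BCR mice and 87.7% ± 5.03 (SD, n = 2) in the TCR mice (exact two-sided permutation test, p = 0.571). By clone family the order turned, with 96.4% ± 4.82 against 87.2% ± 4.19 (exact p = 0.190). Neither difference was larger than chance splits of the mice gave. Outside the family, 396 cells of mouse 30 fell into 208 clonotypes and 536 cells of mouse 32 into 304. The second largest clonotypes there held 38 and 39 cells.

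Each clone had its own receptor. The counts of cells below are for 1 combination of V gene, J gene and CDR3 nucleotides, shown by its amino acids. The heavy chain of mouse 27 joined IGHV1-75 to IGHJ1 with the CDR3 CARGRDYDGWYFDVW in 783 of 1153 cells with a heavy chain, and 351 further cells carried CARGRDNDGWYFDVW with the same segments. Its light chain, IGKV3-12 with IGKJ4, was found in all 1783 called cells. The heavy chain was IGHV1-85 with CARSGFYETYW in mouse 29, IGHV1-18 with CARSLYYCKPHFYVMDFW in mouse 31 and IGHV9-3 with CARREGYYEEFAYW in mouse 33. In mouse 34, IGHV9-1 and IGHJ2 occurred with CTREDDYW in 1033 cells and with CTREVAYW in 449. The light chains were IGKV1-135 in mice 29 and 34, IGKV3-10 in mouse 31 and IGLV2 in mouse 33. The beta chain was TRBV1 with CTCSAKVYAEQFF in mouse 30 and TRBV26 with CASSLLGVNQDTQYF in mouse 32.

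The makeup of the nodules was compared to ask which lineage filled them. The groups were set by the receptor profiled. If that receptor was chosen by the lineage of the nodule, the comparison between groups restates the choice. Its p-values are then no separate evidence. B-like cells made up 88.7% of cells in mouse 27, 12.5% in mouse 29, 64.0% in mouse 31, 45.3% in mouse 33 and 60.9% in mouse 34, and 0.391% and 0.307% in mice 30 and 32. The means were 54.3% ± 28.1 (SD, n = 5) in the BCR mice and 0.349% ± 0.0597 (SD, n = 2) in the TCR mice (exact two-sided permutation test, p = 0.0952). T-like cells made up 20.1% ± 15.4 (SD, n = 5) and 73.6% ± 21.7 (SD, n = 2) (exact p = 0.0952). This p-value is the smallest that 21 splits can give, and the groups did not overlap in either share. The first naming rule moved the B-like difference from -53.9 to -41.4 percentage points. The T-like difference fell from 53.5 to 34.8 points when cells were assigned by marker UMIs without clusters. Unnamed clusters with few UMIs and B cell markers held 9.67% of cells on average in the BCR mice, with 23.3% in mouse 31 and 19.2% in mouse 34, and 0.203% in the TCR mice. Erythroid-like cells made up 30.7% of mouse 32, but 3205 of these 4104 cells lay in a cluster with 3 of 6 markers, none among its leading genes, which the first naming rule left unnamed.

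**Figure D3:**
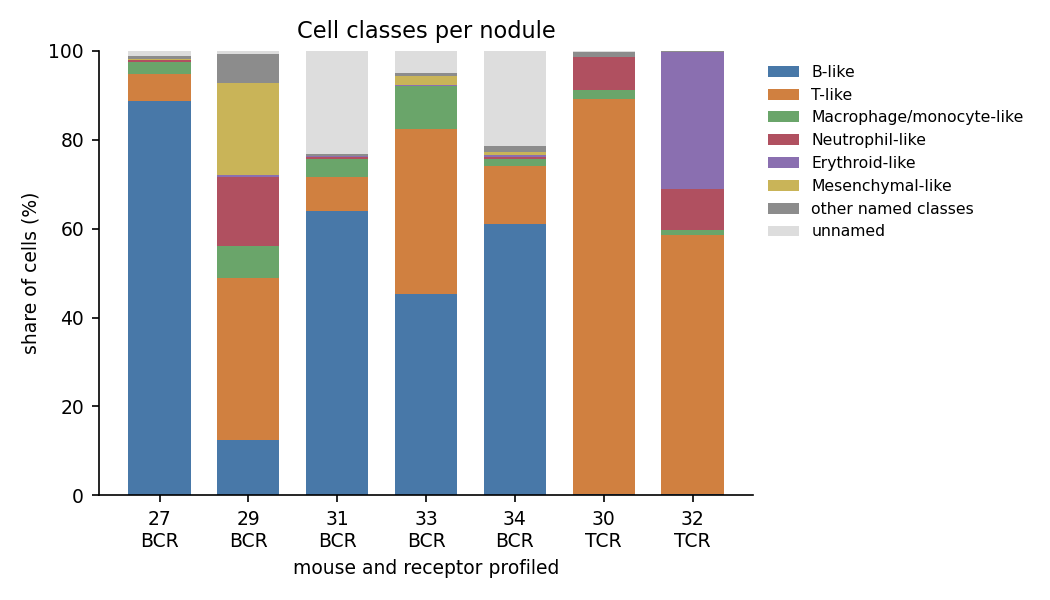
Cell classes in each RNA library as stacked shares of the cells past the filter (percent). B-like cells (dark blue) ranged from 12.5% to 88.7% in the BCR mice and T-like cells (orange) were 88.9% and 58.2% in mice 30 and 32.

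Only part of each lineage had a V(D)J call. Called cells were 21.2% of B-like cells in mouse 27, 18.7% in mouse 29, 54.7% in mouse 31, 23.6% in mouse 33 and 32.7% in mouse 34, and 26.7% and 63.8% of T-like cells in mice 30 and 32. Under the first naming rule the share in mouse 27 was 0.693%, since its clone cluster had no name. The called share of B-like cells rose with depth, from a mean of 4.63% in the shallowest to 61.4% in the deepest of 4 equal groups of cells. Clone family cells were 19.0, 2.30, 35.0, 10.9 and 20.6% of all filtered cells in mice 27, 29, 31, 33 and 34, and 20.1 and 36.4% in mice 30 and 32.

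Because Cre is driven by the Ighg1 locus in this model, the constant regions used by the B cell clones were read from heavy contigs and from RNA. In mouse 29, 232 of 233 clone cells with a heavy contig were called IGHE (99.6%, interval 97.6 to 100%), and in mouse 31 3433 of 3437 (99.9%, 99.7 to 100%). All 1271 in mouse 34 were called IGHA. In mouse 33, 59.3% had no constant-region call and 28.6% were called IGHE, and in mouse 27 98.5% had no call and 1.47% were called IGHA. No clone heavy contig was called IGHG1 among 5494 with a call, which allows a share of up to 0.0546%. Outside the clone families 7 of 107 heavy contigs were called IGHG1. All 7 came from mouse 31, which held 42 of the 107.

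In RNA, Ighe (ENSMUSG00000087642) reached 444.3 CPM in the clone of mouse 27, 180.1 in mouse 29, 212.1 in mouse 31, 128.5 in mouse 33 and 119.7 in mouse 34. T-like cells of the same libraries held 50.3, 4.02, 16.6, 12.6 and 2.33 CPM. Igha was highest in the clone of mouse 34, at 332.9 CPM against 28.9 CPM in its T-like cells. Ighe was detected in 69.1 to 92.4% of clone cells (median depths 9367 to 13763 UMIs) and in 0.547 to 6.40% of T-like cells, which should lack it (1189 to 3500 UMIs). Ighg1 (ENSMUSG00000076614) was counted 40 times in all 7 libraries. Only 1 of these UMIs lay in a B cell clone, in mouse 31, at 0.0206 CPM (interval 0.000521 to 0.115). In the clones of mice 27, 29, 33 and 34 it was at 0, below floors of 0.165, 0.770, 0.181 and 0.172 CPM.

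**Figure D4:**
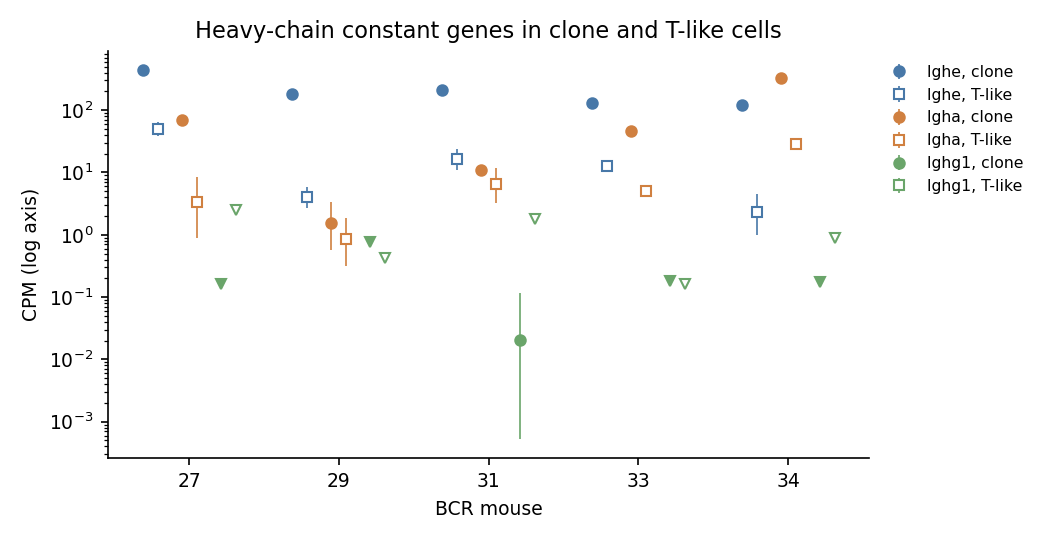
CPM (log axis) of Ighe, Igha and Ighg1 in clone cells (filled) and in T-like cells outside the clone (open) of the 5 BCR mice, with exact 95% Poisson intervals. Triangles mark the 3-count floor of classes without a UMI. Ighe was higher in the clone than in T-like cells in all 5 mice, and Ighg1 was at or under its floor in every class shown.

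Expression of 10 proliferation genes (Mki67, Top2a, Birc5, Cdk1, Ccna2, Ccnb2, Ube2c, Rrm2, Tyms and Nusap1) was compared between clone and reference T-like cells. The summed level averaged 998.2 CPM in clones and 486.8 CPM in reference cells. The mean within-mouse log2 ratio was 1.21 ± 0.97 (SD, n = 7), higher in the clone in 6 of 7 mice (exact two-sided sign-flip test, p = 0.0469). Mouse 30 had 368.8 CPM in the clone and 398.9 CPM in the reference. Against all cells without a V(D)J call the mean log2 ratio was 0.36 (exact p = 0.359), with the clone higher in 6 of 7 mice and a ratio of -1.60 in mouse 32 (557.7 against 1684 CPM), which lowers the mean. Leaving out mouse 29 gave 1.03 (exact p = 0.0938) and leaving out mouse 30 gave 1.43 (exact p = 0.0313). With clone cells of the B-like or T-like class only, the log2 ratio of mouse 32 fell from 1.71 to 0.36, because 401 of its clone cells lay in other classes. In the same setting the ratio of mouse 30 was -0.198. The BCR mice set a B cell clone against T-like cells of lower depth, so lineage and depth go with clone membership there. Only the TCR mice compare T cells with T cells, and their restricted ratios differed in sign. The test over all mice therefore does not part clone membership from lineage and depth. The log2 ratio differed between TCR and BCR mice by -0.57 (exact permutation test, p = 0.571).

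T cell clonality in the BCR mice, where TCRs were not profiled, was read from the UMIs of 35 Trbv genes in T-like cells. The commonest segment took 14.2% of T-like cells with a leading segment in mouse 27, 21.9% in mouse 29, 17.3% in mouse 31, 14.6% in mouse 33 and 8.75% in mouse 34. Trbv1 took 75.3% in mouse 30 and Trbv26 took 81.5% in mouse 32. The group means were 15.4% ± 4.79 (SD, n = 5) and 78.4% ± 4.43 (SD, n = 2) (exact permutation test, p = 0.0952, the smallest possible). Leaving the called clone cells out of the TCR mice moved the difference most, from 63.1 to 34.9 percentage points. In mouse 29 the share of Trbv17 was 36.04% among cells with at least 2 Trbv UMIs.

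Gene expression of T-like cells was compared between TCR and BCR mice, using 579 to 9315 cells per mouse. By edgeR, 1 of 13432 genes passed an adjusted p of 0.05, and 1195 had an unadjusted p under 0.05. That gene was Trerf1 (ENSMUSG00000064043), at 366.8 ± 57.1 CPM (SD, n = 2) in TCR mice and 64.4 ± 6.29 CPM (SD, n = 5) in BCR mice, with a log2 fold change of 2.40 (SE 0.22, edgeR adjusted p = 0.0425). DESeq2 called 247 genes and the test without a filter on low counts called 150, each including Trerf1. With T-like cells outside the clone as the TCR samples, no gene passed in edgeR and the log2 fold change of Trerf1 was 1.19 (adjusted p = 0.992). Leaving out mouse 29 gave 30 genes and leaving out mouse 30 gave 19, whereas leaving out any of the other mice gave 0. Without mouse 30 or 32 the TCR group is 1 library, which is assumed to vary like the BCR mice, so these counts say nothing about the spread between TCR mice. None of 20 tested genes of the fixed list passed over all genes, and 8 passed when adjusted over the list alone. Of these, Cd80 (192.4 against 60.7 CPM) and Il21 (46.3 against 11.8 CPM) were higher in TCR mice. Cd8a, Cd74, H2-Aa, H2-Ab1 and Fcer2a were lower. Cd74 stood at 147.2 CPM in T-like cells of TCR mice and 573.8 CPM in those of BCR mice, where the B cell clones held 2099 to 11792 CPM. Eif3e did not differ (132.6 and 151.4 CPM, edgeR adjusted p = 0.717).

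Clone cells of the TCR mice were set against TCR-called T-like cells with other receptors. By edgeR with mouse as a block, no gene of 11442 passed, 954 had an unadjusted p under 0.05, DESeq2 called 203 and the test without a filter called 119. Of 18 tested genes of the fixed list 0 passed over all genes and 3 when adjusted over the list alone, each in the same direction in both mice. Cd8a averaged 0.423 CPM in the clones against 71.5 CPM in other T cells, Il4 226.1 against 71.8 CPM, and Cd80 199.9 against 59.0 CPM. Cd4 was at 182.4 CPM in the clone of mouse 30 and 214.2 CPM in that of mouse 32. The clones differed in Ifng, which was at 12.3 CPM in mouse 30 and 274.9 CPM in mouse 32.

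In the 4 BCR mice with enough BCR-called B-like cells outside the clone (24 to 41 cells per mouse), 32 of 10623 genes passed in edgeR with mouse as a block, 6 higher and 26 lower in the clone, and 1290 had an unadjusted p under 0.05. The choice of tool moved this count most, to 181 genes in DESeq2, of which 20 were among the 32. Without a filter the count was 149, and without mouse 31 it was 89, with 23 of the 32 among them. Clspn (ENSMUSG00000042489) was at 63.4 CPM in clones and 8.22 CPM in other B-like cells (log2 fold change 2.87, SE 0.45, edgeR adjusted p = 0.0233), where the other cells held 7 UMIs over 4 mice. Its adjusted p was 0.0537 without mouse 33 and 0.100 without mouse 34. Lmo7 was at 479.2 and 74.0 CPM (2.55, SE 0.36, adjusted p = 0.0134) and Dmd at 285.5 and 21.2 CPM (3.80, SE 0.57, adjusted p = 0.0180). Dmd had a log2 fold change of 2.16 and an adjusted p of 0.680 without mouse 31. Dab1 was counted 3 times outside the clones, all in mouse 31, where clone cells held 15.7 times the CPM (exact counting interval 5.38 to 76.2), and its adjusted p was 0.231 without that mouse. Among genes lower in the clones in every mouse, Ly6c2 (0.533 against 176.7 CPM), Clec2g (0.395 against 22.2 CPM), Tbc1d9 (0.964 against 28.96 CPM), Cobll1 (1.059 against 20.9 CPM) and Apoe (10.8 against 100.9 CPM) had log2 fold changes from -8.34 to -3.18. Cobll1 rested on 16 UMIs outside the clones, and its adjusted p was 0.113 without mouse 29, 0.0678 without mouse 33 and 0.0891 without mouse 34. Without mouse 34 the adjusted p of Clec2g was 0.0656 and that of Lmo7 0.0577. Of 16 tested genes of the fixed list, 2 passed over all genes and 2 when adjusted over the list alone. These were Ighm (2.63 against 9022 CPM, log2 fold change -10.54, edgeR adjusted p = 0.00117) and Ighg1. In the other B-like cells Ighm ranged from 161.8 to 27460 CPM between mice. Those cells were not split by cell state or constant region, so this comparison does not part clone membership from either. Ighg1 rested on 22 UMIs outside the clones, 18 of them in mouse 31, and 1 UMI inside. In mouse 31 the CPM of clone cells was 0.00016 times that of other B-like cells (exact counting interval 3.84e-06 to 0.00101).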

Values the study reported

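The study followed a cohort of 25 cKO mice, of which 4 were alive past 18 mo, and deaths began at the age of 8 mo. It sequenced the antigen receptors of nodules from 7 cKO mice and described a dominant B or T cell clone in all 7. It transplanted tumor cells from 18 mice, obtained secondary tumors in 11 cases, and found 8 of these enriched with B cells and 3 with neither B nor T cells.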

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

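The tests of V-region variants in mouse 29, of light-chain variants in mouse 27 and of a second heavy-chain sequence in mouse 34 were chosen after the results were seen, and so were the limits by which the values of the other tests in this part were read, although their predictions had been written beforehand.

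Among 17 measures compared over the 5 BCR mice, 4 had a lowest or highest mouse set apart from the others by more than Dixon's 95% limit. Chance gives this in about 1 of 20 groups. Mouse 29 accounted for 3 of the 4. Its clone family held 88.0% of called cells, against at least 96.9% in the other BCR mice. Mesenchymal-like cells made up 20.5% of its library, against at most 1.89% in the other BCR mice, and neutrophil-like cells 15.4%, against at most 0.597%. The TCR mice, which were not part of this comparison, held 7.43% (mouse 30) and 9.16% (mouse 32) neutrophil-like cells. The value of mouse 32 depended on the clustering. At resolution 2.0, 963 of its cells and 138 of mouse 30 lay in a cluster left unnamed because of its leading genes. A neutrophil-like cluster still held 569 cells of mouse 30, so a raised share is not limited to mouse 29. The library of mouse 29 was also the poorest of the 5 in B-like cells, at 12.5%, and its 44 called cells outside the clone fell into 36 clonotypes. It was the only nodule labelled lung alone, so tissue around the nodule, the site and the mouse cannot be separated with 1 such library. No biological explanation was tested.

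In mouse 34, 23.7% of cells with a heavy chain carried 2 different heavy-chain CDR3s (306 of 1294 cells), against at most 1.17% in the other BCR mice. All 306 held the same pair, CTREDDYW and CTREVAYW, with 1 light chain, while 727 cells held the first alone and 185 the second alone. Droplets with 2 cells would hold about 2 times the RNA. Their median RNA UMIs were 1.21 times those of cells with 1 heavy chain (bootstrap interval 1.14 to 1.29), which argues against droplets with 2 cells as the whole cause. The lesser chain had a median of 5 contig UMIs and the greater 25. The lesser chain reached 0.192 of its level in cells that held it alone (interval 0.154 to 0.238), whereas pairs drawn at random from cells with 1 chain gave 0.846. Free RNA of the other chain in the droplet could give such a low level. It would also reach T-like cells, but 0 of 896 T-like cells of mouse 34 had a V(D)J call. Ighv9-1 stood at 18.7 CPM in those cells, against 1804 CPM in called B-like cells, which speaks against free RNA in this 1 library. A second chain expressed weakly in the same cell would give a low level as well, so the cause stays open.

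Variants within the V region of clone contigs were not part of any comparison in the report. A heavy-chain variant was present in 57.4% of clone cells in mouse 27, 26.7% in mouse 31, 78.2% in mouse 33 and 24.5% in mouse 34, above the level of the T cell clones, where at most 0.456% of cells had one in any chain. In mouse 29 the share was 1.94% (3 of 155 cells, interval 0.401 to 5.55%), with no variant shared by 3 or more cells, and whether these are errors of sequencing or assembly cannot be told apart at this number of cells. Errors would occur in the T cell chains as well. The lowest heavy-chain rate among the 4 B cell clones with shared variants was 84.6 times the highest rate of a T cell chain, which argues against errors in those heavy chains. With mouse 29 included the lowest ratio was 22.1. A light-chain variant was present in 2.92% of clone cells in mouse 31, 43.9% in mouse 33 and 51.0% in mouse 34, above the T cell chains. In mouse 27 the share was 0.953% (interval 0.556 to 1.52%), which overlaps the T cell chains, so errors and true variants cannot be told apart there. The light chain of mouse 29 overlapped them as well, at 0.647% (interval 0.0785 to 2.32%) with no shared variant. Distinct heavy-chain variants at C or G numbered 121 in mice 27, 31, 33 and 34. Only variants shared by 3 or more cells were counted. Of the 121, 58.7% lay in WRC or GYW motifs (interval 49.4 to 67.6%), against 22.5% of the C and G positions of the sequences. The motif share was above that of positions in 4 of 4 mice. These values fit somatic hypermutation, as a hypothesis formed and tested on the same data.

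The value of mouse 34 needs a reservation. Cells with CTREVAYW differ from cells with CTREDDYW at 3 bases inside and 11 bases outside the CDR3, and each was counted as a variant. Among cells with the commonest CDR3 alone, 3.70% had a variant in mouse 34 (interval 2.61 to 5.09%), so a second heavy-chain sequence may account for most of the 24.5%. The same restriction left 37.5% in mouse 27, 23.5% in mouse 31 and 75.8% in mouse 33. It gave a lowest ratio to the T cell chains of 31.4, and 48 of 80 shared variants at C or G lay in motifs (interval 48.4 to 70.8%). Whether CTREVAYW is a second rearrangement or a mutated descendant was not tested.

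Eif3e CPM in clone over reference cells was higher in every BCR mouse and lower in both TCR mice, with a difference of -0.74 in mean log2 ratio (TCR minus BCR). The difference was not tested. In the BCR mice a B cell clone is set against T-like cells of lower depth, while in the TCR mice both sides are T cells, so lineage and depth go with the group. No biological explanation was tested.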

How the results depend on the processing

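Of the choices tried here, the first naming rule, the removal of the top 8% of Scrublet scores or of cells with both T and B genes, the count of clusters with few UMIs, the restriction of clone cells to their lineage and the mean of single-cell CPM were chosen after seeing the data. The others were planned.

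The B-like and T-like shares, the leading Trbv share and the constant-region calls kept their direction under every alternative run, the first 3 with p-values that cannot pass 0.05 in this design. Over all mice left out in turn, the B-like difference ranged from -64.4 to -45.3 percentage points, the T-like difference from 38.2 to 68.8 and the Trbv difference from 59.9 to 66.2.

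The share of the dominant clone depended on its definition. By the commonest heavy or beta chain it was 67.9% in mouse 27, 90.3% in mouse 29, 94.2% in mouse 31, 63.8% in mouse 33 and 79.8% in mouse 34. By clone family it was 88.0% in mouse 29, 98.7% in mouse 31, 96.9% in mouse 33, 98.3% in mouse 34 and 90.2% in mouse 32. Among cells with both chains it was 87.8% in mouse 29, 98.8% in mouse 31, 70.8% in mouse 33, 68.4% in mouse 34 and 94.5% in mouse 32. The TCR minus BCR difference reversed to -9.19 percentage points by clone family, since the family joins clonotypes that the main definition parts, and ranged from 4.23 to 19.96 with 1 mouse left out.

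The V(D)J-called share rose with stricter limits on UMIs and genes, which remove shallow cells, to 28.8% in mouse 27, 57.4% in mouse 31, 36.7% in mouse 30 and 66.7% in mouse 32. Under the first naming rule it was 0.693% in mouse 27, where the clone cluster lost its name, and 21.8% in mouse 33.

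The mean log2 ratio of the Eif3e share, -0.17, was -0.0275 against all cells without a V(D)J call and reversed to 0.27 in CPM. The cause was not tested. With no block for the mouse the value stayed at -0.17 and p rose to 0.145 (exact permutation test). Over mice left out in turn it ranged from -0.22 to -0.14, and 6 of the 7 fell short of 0.05. The proliferation ratio, 1.21, was 0.36 against all cells without a V(D)J call, 1.198 with the authors' largest clonotype only (exact p = 0.0625) and 1.21 with no block for the mouse (exact p = 0.0519). It was 1.67 by the mean of single-cell CPM, higher in 7 of 7 mice (exact p = 0.0156), and 1.23 without the top 8% of Scrublet scores (exact p = 0.0313). Over mice left out it ranged from 1.03 to 1.43, and again 6 of 7 fell short of 0.05. With 6 mice the smallest possible p is 0.0313.

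Counts of genes moved most. For T-like cells, where edgeR called 1 gene, DESeq2 called 247, no filter on low counts gave 150, T-like cells outside the clone 0 and the removal of cells with both T and B genes 3. Leaving out 1 mouse gave 0 to 30 genes, with 30 without mouse 29 and 19 without mouse 30, where the lone TCR library is assumed to vary like the BCR mice. For clone against other T cells, where edgeR called 0 with and without the block (954 with an unadjusted p under 0.05 in the blocked test), DESeq2 called 203 and no filter gave 119. Leaving out a mouse there leaves 1 pair and was not run. For clone against other B cells, where edgeR called 32, DESeq2 called 181, no filter gave 149 and the test with no block for the mouse gave 0. Dropping the block changed no other call beyond the values given here. Leaving out 1 mouse gave 36 to 89, with 89 without mouse 31. The cause was not tested in any of these. The 12 named genes past the threshold had 116 values under alternatives, of which 82 stayed past it, 34 did not, and 0 reversed.

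Depth limits these results in 3 ways. The reference T-like cells of mice 27, 31 and 30 rest on 197, 195 and 180 Eif3e UMIs, the B-like cells outside the clone on 24 to 41 cells per mouse, and the shallow library of mouse 30 on a median of 1364 UMIs per cell.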

Other observations

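The tests of Ighg1 reads lost in counting were chosen after the result was seen, and the limits by which the other values of this part were read were set after the values were seen, although their predictions had been written beforehand.

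In 4 of the 5 BCR mice most B-like cells had no V(D)J call. The called share rose with the UMIs of the cell in 5 of 5 mice and reached a mean of 61.4% in the deepest cells, from 4.63% in the shallowest, so low RNA content is a candidate explanation for much of it. If the uncalled cells were B cells outside the clone, the light-chain V segment of the clone would take a smaller part of their light-chain UMIs. Its share in uncalled B-like cells was 0.980 to 1.70 times that in called ones, and its CPM there was 4.39 to 58.6 times that in T-like cells of the same library. That argues against B cells outside the clone as the whole cause. The shares are of summed UMIs and do not measure the fraction of clone cells. In mice 29 and 33 other segments took most light-chain UMIs of uncalled B-like cells. In mice 27 and 34 the clone segment took nearly all light-chain UMIs even in T-like cells. How many uncalled B-like cells lie outside the clone therefore cannot be told. In the T-like cells of the TCR mice the segment share was lower in uncalled cells. The Trbv segment of the clone took 59.7% of Trbv UMIs in uncalled against 80.8% in called T-like cells of mouse 30, and 50.6% against 83.4% in mouse 32, so uncalled T cells outside the clone stay open there.

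Clone contigs also appeared in cells of other classes, in 559 cells over 7 mice. Free RNA would give few contig UMIs per cell. The median contig UMIs in such cells of the 5 BCR mice averaged 1.02 times those in B-like clone cells, which argues against free RNA there. In the TCR mice, where clone cells held few contig UMIs, this was not decided. Droplets with 2 cells would hold more RNA than others of their class. The median over 7 mice of the RNA UMI ratio was 3.68, but mouse 32, with 401 of the 559 cells, had a ratio of 1.13. Droplets with 2 cells and wrongly named clone cells therefore cannot be told apart over all mice.

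Ighg1 UMIs were near 0 in clone cells that held Ighe or Igha. If Ighg1 reads had been lost in counting, contigs annotated apart from the gene counts would have been called IGHG1, provided that contigs carry the constant regions seen in RNA. They did so in mice 29 and 31, where 99.6% and 99.9% of clone cells were called IGHE and Ighe took 94.6% and 94.9% of constant-region UMIs. None of 3670 clone heavy contigs with a call was IGHG1 there, an upper limit of 0.0817%, which argues against lost reads in these mice. In mouse 27 no contig was called IGHE although Ighe took 86.3% of constant-region UMIs, in mouse 34 none was although Ighe took 26.3%, and in mouse 33 59.3% of clone cells had no call. Lost Ighg1 reads and absent Ighg1 transcripts cannot be told apart in these mice, because their contigs miss constant regions or lack a call. Ighe UMIs from free RNA would be as frequent in T-like cells, but Ighe CPM in clone cells was 8.83 to 51.3 times that in T-like cells of the same mouse, and Igha CPM in mouse 34 was 11.5 times. Free RNA is thus argued against for Ighe in the 5 BCR mice, and for Igha in mouse 34. Since Cre expression in this model follows transcription of the Ighg1 locus, a hypothesis for mice 29 and 31 is that the clones carried few or no Ighg1 transcripts because they had switched to other constant regions. Whether they ever transcribed Ighg1 cannot be read from these counts.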
